A study of Saccharomyces cerevisiae with 7 samples. Its data were reported in "Actin-Related Protein Arp6 Influences H2A.Z-Dependent and -Independent Gene Expression and Links Ribosomal Protein Genes to Nuclear Pores" (2010).

How the data were processed

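The data are dual-colour expression arrays of budding yeast (Saccharomyces cerevisiae) in the W303 background. Per the labels, RNA of the deletion strain was labelled with Cy5 and RNA of the wild-type strain with Cy3 on each of the 7 arrays, 4 for arp6Δ and 3 for swr1Δ, with no array of the reverse orientation. The labels describe cultures in YPD at 25 °C grown to an optical density of 1, RNA taken with hot phenol and an oligo(dT) purification, whereas the methods that the study gives for its expression arrays name another temperature and another RNA reagent, and the labels were followed here. The arrays of a group are separate samples in the labels, which name no cultures, and the array methods of the study state that independent cultures were used, 3 or more. For swr1Δ this gives 1 culture per array, while for the 4 arp6Δ arrays it is not stated whether any of them share a culture.

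The deposited values are log2 ratios of deletion strain over wild type, 1 per probe and array, which the authors had already normalised. The base and the direction were settled from the values, because the deleted genes read below 0 and the ratios match the scale on which the study lists its changes. The medians of the arrays lay within 0.01 of 0, so the authors' values were centred. The scanner, the background correction, the normalisation method and the filter behind empty cells are not given in the sources used here. No spot intensities were used here, so the signal over background behind a ratio is unknown, and the number of arrays limits the precision. The table holds 6912 probes, of which 967 had no value on any array and 5945 had values. Gene names came from the platform annotation and were updated through the systematic names of the reference gene table: 5446 probes had 1 gene symbol and 1466 had none listed. With values there were 5401 named probes, which stand for 5371 genes, and 544 unnamed probes. For 20 genes more than 1 probe was averaged, and in 2 of these the probes disagreed in the arp6Δ arrays. A gene was tested when it was measured on at least 2 arrays of each mutant, which left 5879 features, 5344 named genes and 535 unnamed probes. All 7 arrays measured 5593 of these.

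The wild type is the second channel of every array and was never hybridised as a sample, so the test of each mutant is its log2 ratio against 0. Whether every array used the same wild-type RNA is not stated. If so, the test leaves out the spread of the wild type itself, and the wild type drops out of the contrast of arp6Δ minus swr1Δ. The test cannot separate a fixed dye effect from an effect of the deletion, whereas a fixed dye effect drops out of that contrast. Ratios of all 7 arrays were fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with group means for the mutants, 2-sided tests and Benjamini-Hochberg adjustment over all features at 0.05. The eBayes prior had 3.20 degrees of freedom and an SD of 0.41. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, with an estimated correlation as the alternative, on the genes measured on all 7 arrays, and with fry, which asks whether the members of a list move on balance in 1 direction. Counts of list members past the threshold are given over all features and adjusted over the list alone. Values per array were compared between the mutants with exact permutation tests over the 35 splits of 7 arrays into 4 and 3, for which the smallest possible p is 0.0286 and which treat the 7 arrays as exchangeable. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 prepared the tables and plots.

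The fits were tested on simulated data with 5879 features and 200 changed genes, drawn with the spread that each mutant showed and independently for each array and gene. For arp6Δ, the fit over all 7 arrays recovered 87.2% of genes changed by 2 on the log2 scale and 55.2% of those changed by 1, but 32.5% of its calls were false, because the arp6Δ arrays varied more (median gene SD 0.52) than the swr1Δ arrays (0.20) and the fit pools them. Fitted to its own arrays, arp6Δ had 3.73% false calls and recovered 57.6% and 9.85%. For swr1Δ, 1.88% of calls were false over all arrays with 77.6% and 28.7% recovered, and 3.51% were false over its own arrays with 93.1% and 67.2% recovered. The fit over all arrays was kept as planned, and the planned fit of each mutant's own arrays, which held the error rate near 5% for both mutants with independent arrays, is given beside it for the counts and the lists. For the difference between the mutants, 5.95% of calls were false, 63.9% of changes of 2 and 11.0% of changes of 1 were recovered. The arp6Δ arrays correlated in pairs, so the test was repeated, after the data had been seen, with an error shared within each pair, sized so that the spread within pairs made up 0.553 of the variance, as in the data. False calls then made up 72.6% for arp6Δ over all arrays, 26.0% over its own arrays and 33.5% for the difference. On average these were 336.3, 20.5 and 31.05 calls. So neither of these 2 fits held the error rate for arp6Δ if the pairs share errors of that size, and other fits of arp6Δ were not simulated with pairs. All shares of false calls given here hold for 200 changed genes and do not carry over to a fit that calls more genes. With swr1Δ replicates 2 and 3, the closest of that group, sharing an error in the same way (spread between them 0.547 of the variance), false calls made up 11.2% for swr1Δ over its own arrays and 6.57% over all arrays, and with both kinds of pairs 35.5% for the difference. In 20 simulated sets, camera called 100% of lists of 60 genes shifted by 0.5 and 0% of unshifted lists. The simulated genes were independent, whereas the estimated correlation in the data was 0.322 for ribosomal proteins and 0.478 for ribosome biogenesis. The simulation therefore does not give the false rate of the camera calls reported here. Camera and fry treated the arp6Δ arrays as independent and were neither run nor simulated with the pairs as units. Their p-values for arp6Δ and for the difference may be too small if the pairs share errors.

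In order of systematic names, the rows of arp6Δ replicates 1 and 2 matched those of replicates 3 and 4 better when displaced in 3 stretches, which hold 674 of the 5371 genes (12.6%). They were found with a search over row offsets from -3 to 4 and accepted above the highest gain in 100 shuffled orders. In simulated arrays with a block of 300 genes displaced by 1 gene, this search found 97.7% of displaced genes and called 0.11% of the others. Shorter stretches and displacement by 2 genes were not simulated. The rate therefore does not show how many displaced genes were missed here. The ends of the stretches are uncertain, since a search without 1 of 2 sets of genes found other ones, and genes outside them may be displaced too. No such stretch was found between replicates 1 and 2, between replicates 3 and 4, or among the swr1Δ arrays. The deposited values were kept for these genes, which are marked in the text as lying in a displaced stretch.

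The lists of genes, the tests, the rule for named genes and the first set of alternatives were fixed before the data were examined. The rule takes ARP6, SWR1 and HTZ1 as a check of the labels, the 10 highest and 10 lowest mean ratios of each mutant among genes past the threshold with the same sign on every array, the 5 highest and 5 lowest for the difference with no overlap between the mutants' arrays, genes that the study examined singly, up to 4 members per list and 5 genes per direction of the overlap. Where no gene passed, it takes the 5 smallest unadjusted p-values per direction. For swr1Δ the same rule was also applied to the fit of its own arrays, which was added after the data had been seen. The lists cover cytosolic and mitochondrial ribosomal proteins, ribosome biogenesis, RNA polymerases I and III, translation factors, the general stress response, chaperones of the heat shock factor, trehalose and glycogen metabolism, glycolysis, the respiratory chain, the tricarboxylic acid cycle, amino acid biosynthesis, the galactose and phosphate pathways, the SWR1 complex with HTZ1, canonical histones, the proteasome, genes of the G1/S transition, mating-type, haploid and meiotic genes, and subtelomeric genes. The p-values of lists were adjusted over 24 lists, of which 1 is not described here. A list of Ty elements had 0 members on the array and was not tested, and the cytosolic ribosomal list had 123 of its 137 members measured and tested. The settings to be compared were array centring, scaling and quantile normalisation, complete genes only, a robust variance model, array weights, the study's fold limit, the methods' t-test, the replicate number as a block, an estimated list correlation, lists without genes that the study names, and leaving out each array. Alternatives for the displaced stretches, for the pairs of arp6Δ arrays, for separate variances of the mutants and for ratios on the linear scale were added after the data had been seen. Overlap and correlation of the mutants were set beside 20 and 100 simulated sets of unchanged mutants that share 1 wild-type RNA with an error as large as the spread between swr1Δ replicates.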

Results

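Messenger RNA levels were compared between yeast cells and deletion mutants of the chromatin remodelling complex SWR-C, which places the histone variant Htz1 into nucleosomes. Swr1 is its catalytic subunit, and Arp6 is an actin-related protein in the same complex. Each array set a deletion strain directly against wild type, with 4 arrays for arp6Δ and 3 for swr1Δ. An array gave between 5763 and 5910 values. The arrays of arp6Δ were the wider ones: 40.2%, 20.2%, 18.4% and 15.8% of their values lay beyond 2-fold, against 1.43%, 3.12% and 5.50% in swr1Δ. Genes are named by symbol, with the systematic name where a gene is described first. Values are mean log2 ratios of mutant over wild type ± SD, with n = 4 for arp6Δ and n = 3 for swr1Δ unless stated, and adjusted p-values are those of limma.

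The deleted genes were read first as a check of which mutant each array holds. Their sign was used to settle the direction of the ratios, so it is no check of that direction. ARP6 (YLR085C) was below wild type on the 4 arp6Δ arrays, at −1.28, −1.26, −1.19 and −0.63, and near it on the swr1Δ arrays, at 0.22, −0.09 and 0.18. SWR1 (YDR334W) was below wild type on the 3 swr1Δ arrays, at −0.42, −1.02 and −1.01. On the arp6Δ arrays SWR1 was above wild type, at 1.40, 1.52, 0.91 and 0.76, which gave a mean of 1.15 ± 0.37 and an adjusted p of 0.0058. Neither deleted gene lost its ratio entirely, and whether the probes lie inside the deleted parts is not given in the sources used here. HTZ1 (YOL012C) stood at −0.41 ± 0.15 in arp6Δ (adjusted p = 0.0647) and at 0.36 ± 0.17 in swr1Δ (adjusted p = 0.385).

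The first comparison asked which transcripts change when Arp6 is absent. In arp6Δ cells, part of the genes for making ribosomes rose and part of the genes of the stress response, of storage carbohydrates and of respiration fell, but no list was called with an estimated correlation. Ribosomal protein genes had a median log2 ratio of 1.09 ± 0.39 over the 4 arrays, that is about 2-fold above wild type, whereas genes of the general stress response had −1.69 ± 0.37. Of 5879 features, 1577 passed the threshold, 775 higher and 802 lower, and without swr1Δ replicate 2 or 3 the count was 994 or 1042. Fitted to the arp6Δ arrays alone, 313 passed, 123 higher and 190 lower, and in simulated data 3.73% of such calls were false against 32.5% over all 7 arrays. These rates hold for independent arrays, and with the arp6Δ arrays simulated in the pairs described below they were 26.0% and 72.6%, so part of the calls that follow are false if the pairs share errors.

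The genes that rose most in arp6Δ included cell wall mannoproteins and components of translation. TIR1 (YER011W) and TIP1 (YBR067C), wall proteins known from cold shock, rose by 2.47 ± 1.69 (adjusted p = 0.0138) and 2.35 ± 1.19 (adjusted p = 0.00651), and the wall protein gene SRL1 (YOR247W) by 2.12 ± 0.91 (adjusted p = 0.00373). RPS22A (YJL190C) and RPL30 (YGL030W), which encode proteins of the small and the large ribosomal subunit, rose by 2.30 ± 1.06 (adjusted p = 0.00432) and 2.06 ± 0.75 (adjusted p = 0.00276). GLN4 (YOR168W), the glutaminyl-tRNA synthetase gene, rose by 2.08 ± 0.64 (adjusted p = 0.00218), while RPS28A, the gene beside it, stood at 0.14 ± 0.35 (adjusted p = 0.564), and whether these values are displaced by 1 gene was not settled. PET18 (YCR020C) rose by 2.41 (adjusted p = 0.0103), the riboflavin transporter gene MCH5 (YOR306C) by 2.40 ± 1.98, INA1 (YLR413W) by 2.20 ± 0.92 and THI74 (YDR438W) by 2.06 ± 2.05. TIR1 and RPL30 lie in a displaced stretch, and with the displaced values moved back to their genes TIR1 had 2.02 with an adjusted p of 0.0554.

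The genes that fell most were largely genes known to be induced by stress or by the end of growth. SIP18 (YMR175W) and GRE1 (YPL223C), hydrophilins of dried cells, fell to −5.49 ± 4.28 (adjusted p = 0.0189) and −3.77 ± 2.80 (adjusted p = 0.0169). DDR2 (YOL052C-A), EGO4 (YNR034W-A) and FMP16 (YDR070C) stood at −4.23 ± 0.55, −4.45 ± 0.66 and −3.94 ± 0.43, each with an adjusted p of 0.000116. The catalase gene CTT1 (YGR088W) fell to −4.34 ± 2.45 (adjusted p = 0.00671) and the small heat shock protein gene HSP26 (YBR072W) to −4.21 ± 1.22 (adjusted p = 0.00118). YHR138C had −5.11 ± 3.48, SPG4 (YMR107W), a gene of stationary phase, −3.53 ± 2.09, and GID10 (YGR066C), a subunit of the ubiquitin ligase that removes gluconeogenic enzymes, −3.47 ± 2.23. Over the arp6Δ arrays alone, 11 of these 20 highest and lowest genes passed, while TIR1, PET18, MCH5, THI74, SIP18, YHR138C, GRE1 and GID10 had adjusted p-values between 0.0572 and 0.125 and SPG4 one just above 0.05.

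**Figure D1:**
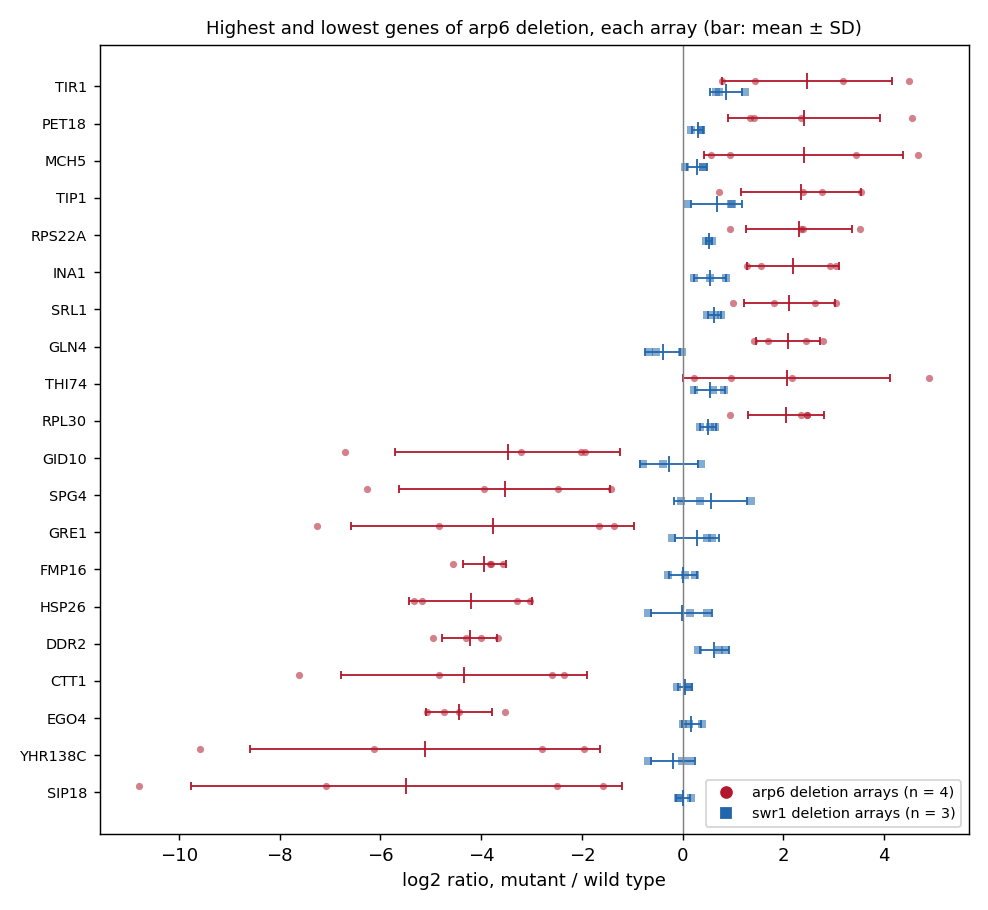
Log2 ratios of the 10 highest and 10 lowest genes of arp6Δ on each array, with circles for the 4 arp6Δ arrays, squares for the 3 swr1Δ arrays and bars for mean ± SD. DDR2 stood at −4.23 ± 0.55 in arp6Δ and at 0.63 ± 0.28 in swr1Δ.

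Part of the genes for the ribosome and its synthesis rose in arp6Δ. Of 123 cytosolic ribosomal protein genes, 86 rose and 0 fell (99 and 2 adjusted over the list alone), with examples in RPS22A, RPL30, RPS27B (2.06 ± 0.75) and RPS8A (2.05 ± 0.73). The study named 20 of these genes from the same arrays, along with 5 of ribosome biogenesis and 1 polymerase subunit, so their direction is not independent evidence. Of 123 genes of ribosome biogenesis 69 rose and 0 fell (96 and 0 adjusted over the list alone), among them the mRNA-binding assembly factor PUF6 (1.91 ± 0.65), MAK16 (1.72 ± 0.27) and REI1 (1.59 ± 0.40). RNA polymerase I and III subunits rose in 14 of 23 cases (16 adjusted over the list alone), such as RPC10 (1.70 ± 0.79) and RPB8 (1.32 ± 0.40), and translation factors in 16 of 30 (20 higher and 1 lower adjusted over the list alone), such as the initiation factors TIF2 (1.87 ± 0.71) and TIF1 (1.78 ± 0.70). Mitochondrial ribosomal protein genes rose in 21 of 71 cases and fell in 1 (21 and 1 adjusted over the list alone), with MRPL3 at 1.16 ± 0.42 among the higher ones and MRP8 (adjusted p = 0.00797) as the lower one. Over the arp6Δ arrays alone the counts were smaller: 31 ribosomal protein genes, 15 of ribosome biogenesis, 2 polymerase subunits, 3 translation factors and 3 mitochondrial ribosomal protein genes were higher and 0 lower, and of the genes named here MRP8 did not pass. Adjusted over the list alone, that fit gave 85, 68, 14, 14 and 4 higher in this order, and 1 ribosomal protein gene lower. In camera these 5 lists were shifted upwards with adjusted p-values of 4.03e-25, 2.82e-20, 8.69e-08, 2.29e-07 and 8.54e-05, and in fry their adjusted p lay between 0.00200 and 0.0233. None of the camera calls held with an estimated correlation, where the adjusted p was 0.231, 0.291, 0.291, 0.231 and 0.369. Both list tests treated the arp6Δ arrays as independent, so the fry p-values may be too small if the pairs share errors.

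Part of the stress, storage carbohydrate and respiration genes fell in arp6Δ. Of 58 genes of the general stress response 43 fell and 0 rose (47 adjusted over the list alone), and the study named 19 of the list from these arrays, along with 3 chaperone, 2 trehalose and glycogen and 1 respiratory gene, so these are not independent evidence. The Hsf1 chaperone list had 9 of 27 lower and 2 higher (12 and 2 adjusted over the list alone), with the disaggregase gene HSP104 at −2.40 ± 0.26 and HSP42 at −1.52 ± 0.66. In trehalose and glycogen metabolism 15 of 19 fell (17 adjusted over the list alone), among them the phosphoglucomutase gene PGM2 (−3.27 ± 0.51) and the glycogen phosphorylase gene GPH1 (−2.48 ± 1.09). In the respiratory chain and ATP synthase 28 of 39 fell (29 adjusted over the list alone), among them COX4 (−2.31 ± 0.60), ATP1 (−1.82 ± 0.58) and NDE2 (−2.76 ± 1.37). In the tricarboxylic acid cycle 11 of 19 fell (14 adjusted over the list alone), among them the malate dehydrogenase gene MDH2 (−1.85 ± 0.49). Some of these lists share members, so their counts and p-values are not separate evidence. HSP104, HSP42, PGM2 and GPH1 are also on the stress list, and SDH1 is on both the respiratory and the tricarboxylic acid cycle list. Over the arp6Δ arrays alone 33 stress genes, 5 chaperone, 9 trehalose and glycogen, 12 respiratory and 4 tricarboxylic acid cycle genes were lower and 0 higher. Adjusted over the list alone, that fit gave 44, 8, 17, 27 and 11 lower in this order, and 2 chaperone genes higher. The adjusted p in camera was 1.37e-19 for the stress list, 0.00305 for the chaperones, 1.83e-08 for trehalose and glycogen, 1.10e-11 for respiration and 0.000189 for the tricarboxylic acid cycle. With an estimated correlation it was 0.122, 0.231, 0.122, 0.231 and 0.314, so none of these calls held. In fry the adjusted p of these 5 lists lay between 0.000460 and 0.00815, again with the arp6Δ arrays treated as independent. With arp6Δ replicates 3 and 4 alone the camera adjusted p of the chaperone list was 0.0816.

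Other lists moved less, or differed between the arp6Δ arrays. Of 319 subtelomeric genes 92 fell and 14 rose (101 and 14 adjusted over the list alone), with MSC1, also on the stress list, at −3.17 ± 0.86 and ADH4 at −2.96 ± 1.52 (camera adjusted p = 1.60e-05, and adjusted p = 0.231 with an estimated correlation). Phosphate genes fell in 10 of 19 cases and rose in 1 (12 and 1 adjusted over the list alone), with PHM6 at −3.14 ± 0.46, but the list medians per array were −0.38, −0.07, −2.02 and −2.22 (camera adjusted p = 3.24e-05, and adjusted p = 0.314 with an estimated correlation). Replicates 1 and 2 alone gave the phosphate list an adjusted p of 0.281. Genes of amino acid biosynthesis rose in 12 of 61 cases and fell in 3 (8 and 2 adjusted over the list alone), with ASN1 at 2.00 ± 1.51 and ARG3 at 1.16 ± 0.29 (camera adjusted p = 0.0174, and adjusted p = 0.460 with an estimated correlation). Their medians per array were 0.63, 0.62, −0.06 and −0.03, and with replicates 3 and 4 alone the fitted median was −0.14 (adjusted p = 0.864). Without replicate 1 or 2 the adjusted p of this list was 0.0544 or 0.178. Glycolysis genes had 3 of 17 higher and 1 lower (2 and 1 adjusted over the list alone), with PDC5 at 1.93 ± 1.41 and a list median of 1.75 on replicate 1 against 0.01, 0.29 and −0.05 on the others (camera adjusted p = 0.0461, 0.302 without replicate 1, 0.0519 without swr1Δ replicate 1, and adjusted p = 0.571 with an estimated correlation). Over the arp6Δ arrays alone 20 subtelomeric genes were lower and 4 higher, 5 phosphate genes lower, 2 amino acid genes higher and 0 glycolysis genes called, and ASN1 and PDC5 did not pass (adjusted p = 0.0790 and 0.0757). Adjusted over the list alone, that fit gave 47 subtelomeric genes lower and 7 higher, and 10 phosphate genes lower and 1 higher. It gave 2 amino acid genes higher and 0 glycolysis genes. In fry the subtelomeric and phosphate lists passed (adjusted p = 0.00233 and 0.0164), and amino acid biosynthesis and glycolysis did not (adjusted p = 0.0986 and 0.209).

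Of the galactose pathway 3 of 9 genes fell and GAL1 rose (4 and 1 adjusted over the list alone, camera adjusted p = 0.0679). The canonical histone genes HHF1 (1.53 ± 0.95) and HHF2 (0.89 ± 0.49) rose out of 8 measured (3 adjusted over the list alone, camera adjusted p = 0.0615). Genes of the G1/S transition had 4 of 26 higher, with SVS1 at 1.73 ± 0.38 and the cyclin gene CLN2 at 1.07 ± 0.59 (4 adjusted over the list alone, camera adjusted p = 0.0679). In the SWR-C list SWR1 and RVB1 (0.57 ± 0.26) rose and ARP6 and BDF1 (−1.02 ± 0.57) fell among 14 genes (2 and 2 adjusted over the list alone, camera adjusted p = 0.697). The proteasome list had 1 of 33 genes lower, RPN3 in a displaced stretch, which with its value moved back had an adjusted p of 0.224 (0 adjusted over the list alone, camera adjusted p = 0.709). Genes that mark a mating type, haploid cells or meiosis did not shift as lists in camera: the adjusted p was 0.387 for 6 genes specific to MATa cells, 0.709 for 4 specific to MATα cells, 0.709 for 13 haploid and pheromone genes and 0.203 for 20 meiotic genes. Among the 4 MATα genes STE3 fell (−1.55 ± 0.69) and AFB1 rose (0.67 ± 0.19), and among the meiotic genes SPS100 fell (−2.96 ± 1.54). Of the genes named in this paragraph, SWR1, ARP6, SVS1, STE3 and SPS100 passed over the arp6Δ arrays alone, and GAL1, HHF1, HHF2, CLN2, RVB1, BDF1, RPN3 and AFB1 did not. In fry, which does not compare a list with other genes, the galactose and meiotic lists were lower (adjusted p = 0.00586 and 0.00196), the histone and G1/S lists higher (adjusted p = 0.0233 each), and the other lists of this paragraph did not pass.

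**Figure D2:**
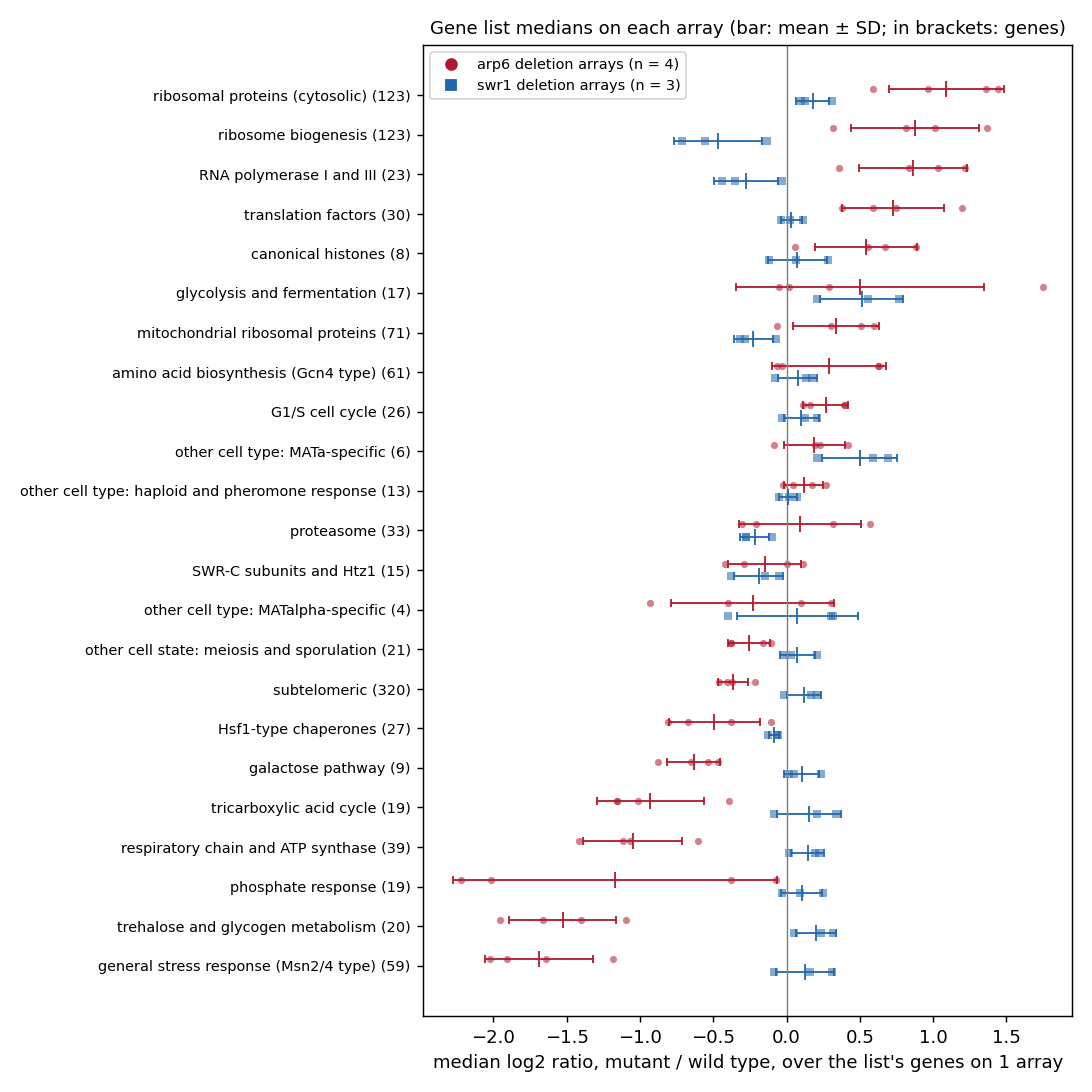
Median log2 ratio of the gene lists described here on each array, with circles for the 4 arp6Δ arrays, squares for the 3 swr1Δ arrays, bars for mean ± SD and the number of genes in brackets. The stress list stood at −1.69 ± 0.37 in arp6Δ and at 0.13 ± 0.20 in swr1Δ, and the phosphate list was split between −0.38 and −0.07 on arp6Δ replicates 1 and 2 and −2.02 and −2.22 on replicates 3 and 4.

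The second comparison asked which transcripts change when Swr1 is absent. Changes in swr1Δ were small: genes of ribosome biogenesis had a median log2 ratio of −0.47 ± 0.30 over the 3 arrays, glycolysis genes 0.51 ± 0.28 and ribosomal protein genes 0.18 ± 0.11. No gene passed over all 7 arrays, where the smallest adjusted p was 0.241, while 790 genes had an unadjusted p under 0.05 in limma. Fitted to the swr1Δ arrays alone, 1301 genes passed, 659 higher and 642 lower, because the spread of these arrays is then no longer pooled with that of arp6Δ, and in simulated data 3.51% of such calls were false. That rate holds for independent arrays. Replicates 2 and 3 correlated with an r of 0.822 across 5593 genes, and replicate 1 with an r of 0.498 and 0.448 with them, and where replicates 2 and 3 share errors in the simulation 11.2% of the calls were false. The methods' t-test at the study's limits called 855.

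By the smallest unadjusted p over all arrays, the higher genes were ECM30 (YLR436C, 2.99 ± 1.49, n = 2), ATP15 (YPL271W, 1.09 ± 0.31), a subunit of ATP synthase, SNA2 (YDR525W-A, 1.31 ± 0.49, in a displaced stretch of the arp6Δ arrays), the a-factor protease gene STE24 (YJR117W, 0.97 ± 0.26) and the Sm protein gene SMX3 (YPR182W, 1.03 ± 0.26). The lower ones were FYV7 (YLR068W, −1.42 ± 0.49), KRR1 (YCL059C, −1.29 ± 0.50) and SAS10 (YDL153C, −1.16 ± 0.40), which act in processing of ribosomal RNA, the dynactin gene JNM1 (YMR294W, −1.21 ± 0.33) and the proteasome lid gene RPN8 (YOR261C, −1.28 ± 0.41). All 10 had an adjusted p of 0.241 and did not pass over all arrays, and over the swr1Δ arrays alone their adjusted p-values were 0.0217 or 0.0227. In that fit the highest genes past the threshold were TRP1 (YDR007W, 1.55 ± 0.27), a tryptophan gene that W303 strains carry in mutant form, SNA2, the peptide transporter gene PTR2 (1.27 ± 0.41), YNL190W (1.21 ± 0.32), the chitinase gene CTS1 (1.14 ± 0.42), TVS1 (1.11 ± 0.19), ATP15, the a-factor gene MFA2 (1.09 ± 0.57), VVS1 (1.08 ± 0.58) and CCW22 (1.06 ± 0.36). The lowest were FYV7, RRP14 (−1.40 ± 0.66), UTP14 (−1.30 ± 0.28), KRR1, RPN8, EFG1 (−1.26 ± 0.48), BSD2 (−1.26 ± 0.80), JNM1, NOP15 (−1.21 ± 0.56) and RRP36 (−1.17 ± 0.53). Of these and the genes above, RRP14, UTP14, KRR1, NOP15, RRP36 and SAS10 belong to the list of ribosome biogenesis. The study lists swr1Δ strains with TRP1 as the deletion marker and others with CaURA3. Which of them the arrays used was not settled, so the TRP1 ratio cannot be read as a response to the loss of Swr1.

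**Figure D3:**
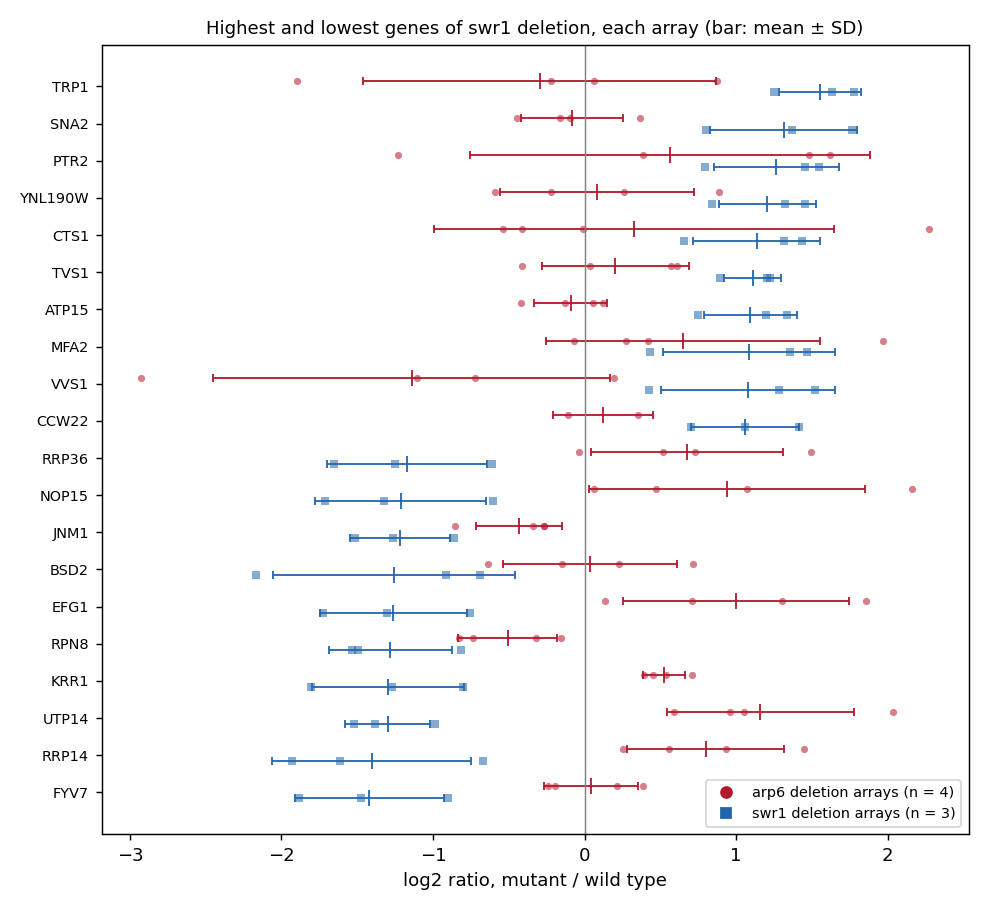
Log2 ratios of the 10 highest and 10 lowest genes of swr1Δ in the fit of its own arrays, on each array, with squares for the 3 swr1Δ arrays, circles for the 4 arp6Δ arrays and bars for mean ± SD. UTP14 stood at −1.30 ± 0.28 in swr1Δ and at 1.16 ± 0.62 in arp6Δ.

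Among the lists, 55 of 123 genes of ribosome biogenesis were lower in swr1Δ and 3 higher over its own arrays (78 and 5 adjusted over the list alone). Over all arrays 0 passed, and 10 were lower adjusted over the list alone. Mitochondrial ribosomal protein genes had 17 of 71 lower and 1 higher over its own arrays (17 and 1 adjusted over the list alone, and 0 over all arrays by either adjustment), with MRPS17 at −0.97 ± 0.34. Cytosolic ribosomal protein genes had 24 of 123 higher and 3 lower over its own arrays (31 and 3 adjusted over the list alone, and 0 over all arrays by either adjustment), with RPS29B at 0.89 ± 0.15 and RPS28A at 0.78 ± 0.04. Glycolysis genes had 9 of 17 higher over its own arrays (14 adjusted over the list alone, and 0 over all arrays by either adjustment), with TDH2 at 0.81 ± 0.46, the pyruvate kinase gene CDC19 at 0.80 ± 0.42 and PDC1 at 0.69 ± 0.19. Of 6 genes specific to MATa cells 3 were higher over its own arrays (4 adjusted over the list alone, and 0 over all arrays by either adjustment). The 3 were MFA2, AGA2 (0.65 ± 0.30) and STE2 (0.48 ± 0.17), the last 2 in a displaced stretch of the arp6Δ arrays. Camera called these 5 lists, with adjusted p-values of 1.63e-15, 2.73e-05, 0.00390, 0.000669 and 0.0253, and with an estimated correlation each had an adjusted p of 0.671. In fry no list passed in swr1Δ, where the smallest adjusted p was 0.370. Without swr1Δ replicate 1 the adjusted p of the ribosomal protein list was 0.124, and without replicate 2 that of the MATa list was 0.0792. The other lists described here were not called in swr1Δ: of the 58 stress genes 7 were higher and 1 lower over its own arrays (camera adjusted p = 0.124), and of the 319 subtelomeric genes 43 were higher and 22 lower (camera adjusted p = 0.0595). Of the 14 SWR-C genes, SWR1, BDF1 (−0.62 ± 0.26), VPS72 (−0.58 ± 0.28) and RVB2 (−0.54 ± 0.03) were lower over its own arrays (camera adjusted p = 0.0572).

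The third comparison set the mutants against each other, in which a fixed dye effect drops out, and the wild type too if all arrays used the same wild-type RNA, which is not stated. In arp6Δ, 58 of 123 genes of ribosome biogenesis were higher than in swr1Δ, and 30 of 58 stress genes, 8 of 19 of trehalose and glycogen and 13 of 39 respiratory genes were lower, but no list was called with an estimated correlation. In all, 413 genes differed, 184 higher and 229 lower in arp6Δ, in a fit with 5.95% false calls for independent simulated arrays, 33.5% for paired arp6Δ arrays and 35.5% where swr1Δ replicates 2 and 3 share errors as well. PUF6 (YDR496C) differed most among the higher genes, with 1.91 ± 0.65 in arp6Δ and −0.73 ± 0.52 in swr1Δ, a difference of 2.65 (adjusted p = 0.0218). It was followed by GLN4 (2.48, adjusted p = 0.0215, with the same doubt as above), UTP14 (YML093W, 2.46, adjusted p = 0.0205), MAK16 (YAL025C, 2.30, adjusted p = 0.0205) and EFG1 (YGR271C-A, 2.26, adjusted p = 0.0332). The lowest were DDR2 (−4.86, adjusted p = 0.00236), EGO4 (−4.62, adjusted p = 0.00248), HSP26 (−4.19, adjusted p = 0.0215), FMP16 (−3.94, adjusted p = 0.00236) and the glucose transporter gene HXT4 (YHR092C, −3.58, adjusted p = 0.0412), with arp6Δ at −3.02 ± 1.67 and swr1Δ at 0.56 ± 0.24. The count depended on single arrays: leaving out any single swr1Δ array left 3 genes, leaving out arp6Δ replicate 4 left 5 and replicate 3 left 141, and without replicates 1 and 2 in turn there were 773 and 649.

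By list, 58 of 123 genes of ribosome biogenesis were higher in arp6Δ than in swr1Δ (102 adjusted over the list alone), as were 20 of 123 ribosomal protein genes (57 adjusted over the list alone), 10 of 71 mitochondrial ribosomal protein genes (20), 4 of 23 polymerase subunits (15) and 3 of 30 translation factors (12). Lower were 30 of 58 stress genes (43 adjusted over the list alone), 8 of 19 genes of trehalose and glycogen (13), 13 of 39 respiratory genes (26), 5 of 19 of the tricarboxylic acid cycle (13), 5 of 19 phosphate genes (7), 5 of 27 chaperones (5) and 24 of 319 subtelomeric genes (37). Several of the lower lists share members, so their calls are not separate evidence. Camera called these 12 lists and the galactose list, with adjusted p-values from 2.52e-30 for ribosome biogenesis to 0.0354 for the galactose list, and none with an estimated correlation, where the smallest adjusted p was 0.107. In fry 12 of these 13 lists passed (adjusted p from 0.00271 to 0.0212), the phosphate list did not (adjusted p = 0.0531), and the meiotic list was lower (adjusted p = 0.00983). These tests too treated the arp6Δ arrays as independent. The chaperone list lost its call without arp6Δ replicate 1 or 2 (adjusted p = 0.0898 and 0.0871) and without genes that the study named (0.230), and the galactose list without arp6Δ replicate 3 or 4 or swr1Δ replicate 2 (0.0541, 0.0581 and 0.0621). In exact permutation tests of the list medians per array, ribosome biogenesis, stress, trehalose and glycogen, respiration, galactose and subtelomeric genes reached the smallest p that 35 splits allow, 0.0286, and 0.114 after adjustment over the 24 lists.

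The study asked whether ribosomal protein genes respond to loss of Arp6 more than to loss of Swr1. Their median per array was 1.44, 0.59, 0.96 and 1.36 in arp6Δ and 0.31, 0.13 and 0.10 in swr1Δ, a difference of 0.91 (exact permutation p = 0.0571, 0.114 after adjustment over the 24 lists). With scaled arrays the difference was 0.50 (exact permutation p = 0.114 before adjustment). Of the ribosomal protein genes examined singly, RPP1A rose by 1.93 ± 0.67 in arp6Δ (adjusted p = 0.00272; 0.74 ± 0.17 in swr1Δ), RPL9A by 1.92 ± 0.53 (adjusted p = 0.00203; 0.04 ± 0.30), RPL13A by 1.68 ± 0.51 (adjusted p = 0.00272; −0.13 ± 0.31), RPS16B by 1.39 ± 0.81 (adjusted p = 0.0109; 0.23 ± 0.06) and RPL31A by 1.36 ± 0.68 (adjusted p = 0.00989; −0.21 ± 0.43). RPL9A and RPL13A differed between the mutants (adjusted p = 0.0277 and 0.0278), RPP1A, RPS16B and RPL31A did not (adjusted p = 0.0834, 0.116 and 0.0539), and over the arp6Δ arrays alone RPS16B and RPL31A did not pass (adjusted p = 0.0624 and 0.0538). RPP1A, RPL13A and RPS16B lie side by side on chromosome IV, outside the displaced stretches. With the values of arp6Δ replicates 1 and 2 taken from the gene before, a check chosen after the data had been seen, the log2 of their mean linear ratios was 2.31, 1.55 and 1.91, against 2.05, 1.75 and 1.54 at the genes themselves, and which of these holds was not settled. RPL2A, in a displaced stretch, had −1.47 ± 1.62 in arp6Δ (n = 2, adjusted p = 0.0808) and 0.46 ± 0.22 in swr1Δ, and RPL29 was not analysed here. Of the 40 highest genes of arp6Δ, ribosomal protein genes made up 13 by mean log2 ratio and 1 by mean linear ratio, and 19 and 17 by these rankings among genes past the p limit of the methods' t-test, all 4 rankings chosen after the data had been seen. Of the other genes examined singly, GAL1 rose by 0.93 ± 0.30 in arp6Δ in glucose medium (adjusted p = 0.00752, and 0.0579 over the arp6Δ arrays alone) and had −0.17 ± 0.20 in swr1Δ, a difference of 1.10 (adjusted p = 0.0418), and UBX3 fell to −1.78 ± 0.85 in arp6Δ (adjusted p = 0.00528) with −0.35 ± 0.14 in swr1Δ. NUP2 (−0.11 ± 0.85), RDS1 (−0.43 ± 0.20) and HXK1 (−0.30 ± 2.05, in a displaced stretch) did not pass in arp6Δ (adjusted p = 0.795, 0.0657 and 0.744).

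The last comparison asked how alike the mutants are. Genes higher in both, each mutant fitted to its own arrays, included the cell wall gene CCW12, the thiamine transporter gene THI7, AXL2 (in a displaced stretch), YOR292C and TOM6, and genes lower in both included RTC4, GPM2, COX12, TLD1 and MNT2. RLP24, RLP7, SPB1 and NOP4, which act in ribosome biogenesis, and SWR1 were higher in arp6Δ and lower in swr1Δ, whereas the glycogen debranching gene GDB1, ARO9, DDR2, and YFL067W and RGI1, both in a displaced stretch, went the other way. In these fits 34 genes were higher in both (13.7 for independent lists) and 11 lower in both (20.6), with 8 (13.4) and 14 (21.1) in opposite directions. Over all 7 arrays the overlap was 0, since swr1Δ had no calls. By the methods' t-test at the study's limits, 99 genes were higher in both and 46 lower in both, against 51.8 and 38.7 for independent lists, and 62.7 and 63.9 in simulated unchanged mutants that share a wild type. By the same test on linear ratios, 376 genes were higher and 507 lower in swr1Δ, of which 50 were higher and 73 lower in both mutants, against 26.9 and 71.7 for independent lists. The controls cannot be split, so part of the overlap may come from a shared wild type. Across 5879 genes, which are not independent replicates, the mean ratios of the mutants had a Pearson r of 0.0284, a Spearman rho of 0.0219 and a covariance of 0.00853, below the r of 0.531 and the covariance of 0.0901 of the simulated shared wild type. The r changed sign with single arrays, from −0.0413 without swr1Δ replicate 1 and −0.0208 without arp6Δ replicate 3 to 0.0782 without swr1Δ replicate 3. The median absolute log2 ratio per array was 0.55 ± 0.16 in arp6Δ (0.79, 0.49, 0.47 and 0.44) and 0.28 ± 0.09 in swr1Δ (0.18, 0.31 and 0.35), a difference of 0.26 (higher in 4 of 4 arp6Δ arrays, exact permutation p = 0.0286, the smallest that 35 splits allow). This value also holds the noise of an array, and the arp6Δ arrays varied more (median gene SD 0.52 against 0.20). It therefore does not show by itself that the changes were larger in arp6Δ. The test also treats the 7 arrays as exchangeable, which the pairs of arp6Δ arrays described below speak against.

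The arp6Δ arrays fell into pairs. Replicates 1 and 2 correlated with an r of 0.671 across 5593 genes and replicates 3 and 4 with 0.849, whereas the r between the pairs lay between 0.261 and 0.370. Replicates 1 and 2 also shared 176 empty cells (95.1% of those empty on either). In some stretches of the table the pairs matched better at another gene: from GMC1 on chromosome IV to MF(ALPHA)2 on chromosome VII, the values of replicates 1 and 2 matched those of replicates 3 and 4 at a distance of 1 gene (r = 0.311, against 0.126 at the same gene, 470 genes). The same held from PPX1 to POR2 (0.453 against −0.00930, 119 genes), and at a distance of 2 genes from NUP159 to NRE1 on chromosome IX (0.312 against −0.152, 85 genes). Outside these stretches the pairs correlated with an r of 0.414. The ends of the stretches are uncertain, and so is the displacement of any single gene, inside or outside them.

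**Figure D4:**
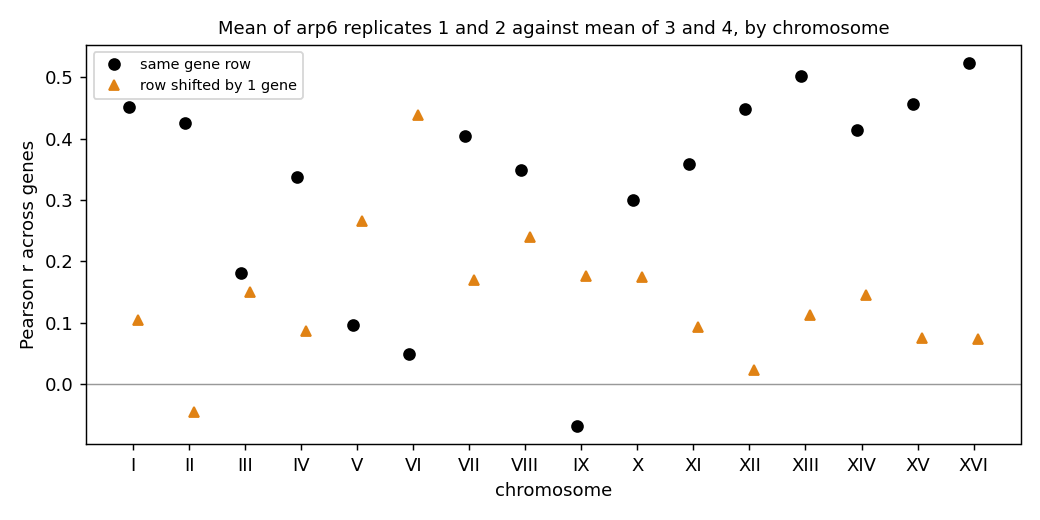
Pearson r across genes between the mean log2 ratios of arp6Δ replicates 1 and 2 and those of replicates 3 and 4, for each chromosome, with circles for the same gene and triangles for values shifted by 1 gene. On chromosomes V, VI and IX the shifted values had an r of 0.266, 0.438 and 0.177, against 0.0970, 0.0494 and −0.0683 for the same gene.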

Values the study reported

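The study reported that 506 genes were repressed in swr1Δ cells, of which 87 (17%) were also down in arp6Δ cells, and that 375 genes were induced in swr1Δ cells, of which 56 (15%) were also up in arp6Δ cells. Among the 40 genes that rose most in arp6Δ cells, it counted 21 ribosomal protein genes. For single ribosomal protein genes it gave log2 ratios in arp6Δ and swr1Δ cells of 2.31 and 0.75 for RPP1A, 2.18 and 0.51 for RPL30, 2.19 and 0.78 for RPS28A, 1.55 and −0.10 for RPL13A, 1.91 and 0.22 for RPS16B, and 2.00 and 0.06 for RPL9A.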

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

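All tests of explanations in this part were chosen only after the result was seen, except the test of displaced genes for the phosphate list and the count of lists over other splits of the arrays.

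The medians of stress, ribosome and respiration genes lay far from 0 in arp6Δ and near it in swr1Δ. A fixed dye effect would act alike on both mutants, which share 1 dye orientation, yet in swr1Δ the array medians averaged 0.13 for stress genes and 0.18 for ribosomal protein genes, more than 2 SD of the arp6Δ arrays away from −1.69 and 1.09. The genes in the displaced stretches do not carry the pattern either: 13 of the 14 lists that camera called in arp6Δ at its preset correlation were called in the same direction outside the stretches, with only glycolysis lost (adjusted p = 0.0544). A growth stage of the mutant culture unlike that of wild type may account for it, since respiration moved with stress (−1.05), but it cannot be told apart from an effect of losing Arp6, because each array sets mutant culture against wild-type culture. An effect of the deletion itself stays open as well.

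Replicates 1 and 2 of arp6Δ stood apart from replicates 3 and 4. Displaced genes could be part of the cause: with each of 10 sets of genes left out of the search in turn, the genes left out had an r of 0.290 between the pairs at the displaced place and 0.112 at their own (permutation p = 0.00590). That test was chosen after a negative one with 1 of 2 sets left out, in which the search found other stretches and the genes left out had 0.238 and 0.255 (permutation p = 0.811). Of 3 lists inside the stretches, whose genes took part in the search, ribosomal proteins had a permutation p of 0.0303, stress genes 0.0801 and ribosome biogenesis 0.492, which decides nothing. The stretches found are not the whole cause, because outside them the means of the pairs correlated with an r of 0.414, below the 0.671 of the single replicates 1 and 2. Genes displaced outside the stretches could also lower that r, so displacement as the whole cause is not excluded. Which genes are displaced, or whether a separate day, culture or wild-type sample for each pair played a part, stays open.

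Phosphate genes were lower on arp6Δ replicates 3 and 4 than on replicates 1 and 2, by −1.90 in the list median. The stretches found do not account for this, since the gap was −1.99 without the members inside them, but displaced genes outside the stretches are not excluded. A phosphate or other nutrient state of the cultures or of the wild type that differed between the pairs may be the source: the amino acid list differed by −0.67 between the pairs and the proteasome list by −0.70, but the pairs hold 2 arrays each and nothing in the labels separates them, so this cannot be told apart from other differences between the pairs. No biological explanation was tested, since both pairs are the same mutant.

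The difference between the mutants held 413 genes, and 1 of the 35 splits of the 7 arrays, the real one, gave as many, with 21 as the highest of the others, so chance can be excluded for this count if the 7 arrays are exchangeable, which the pairs of arp6Δ arrays speak against. With those pairs as units there are 10 splits, too few for a share under 0.05, and without any 1 swr1Δ array the count was 3. For the lists, 8 of the 35 splits called 13 or more, with 14 as the highest of the others, so chance cannot be excluded. Of the 2 splits with 14 lists, 1 set arp6Δ replicates 1 and 2 and swr1Δ replicates 2 and 3 against the rest, and the other set arp6Δ replicate 1 and all swr1Δ arrays against the rest.

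Tests of the difference between the mutants singled out 13 lists: 0.92 for ribosomal proteins, 0.59 for mitochondrial ribosomal proteins, 1.34 for ribosome biogenesis, 1.02 for RNA polymerases I and III, 0.65 for translation factors, −1.74 for the stress response, −0.47 for chaperones, −1.62 for trehalose and glycogen, −1.19 for respiration, −0.99 for the tricarboxylic acid cycle, −0.69 for the galactose pathway, −1.54 for phosphate and −0.53 for subtelomeric genes. With an estimated correlation none of these 13 lists was called (smallest adjusted p = 0.107). They also singled out 22 of the 49 named genes looked at, as arp6Δ minus swr1Δ. Part of the 49 were named because they passed this same test and others as extremes of 1 mutant, so this share says nothing about genes at large. Higher were PUF6 (2.65), GLN4 (2.48), UTP14 (2.46), MAK16 (2.30), EFG1 (2.26), SWR1 (1.96), RPL9A (1.89), KRR1 (1.82), RPL13A (1.81), SAS10 (1.55), FYV7 (1.46) and GAL1 (1.10). Lower were DDR2 (−4.86), EGO4 (−4.62), HSP26 (−4.19), FMP16 (−3.94), HXT4 (−3.58), ECM30 (−2.76), SNA2 (−1.40), ARP6 (−1.19), ATP15 (−1.19) and SMX3 (−1.07).

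An array far from the other 3 of arp6Δ was seen in 9 of 135 sets of values (6.67%), and chance gives about 1 in 20. The gap over the range was 0.865 for the median absolute log2 ratio, where replicate 1 was highest. It was 0.912 for PDC5, 0.830 for SDH1 (lowest on replicate 1), 0.984 for ADH1, 0.924 for RPL30, 0.909 for RPS27B and 0.939 for HSP42 (nearest 0 on replicate 2), 0.873 for JNM1 (lowest on replicate 3) and 0.854 for ARP6 (nearest 0 on replicate 4).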

How the results depend on the processing

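The settings for displaced stretches, pairs of arp6Δ arrays, group variances, linear ratios and 6 arrays with no block were chosen only after the data had been seen, the others before. Over all settings, of the values of named genes 2540 stayed on their side of the threshold, 114 passed it newly, 254 lost it and 0 were counted as reversed. Direction was compared only for values that passed in the planned fit over all arrays, here and for the lists below. Genes that had not passed may have changed sign. Of the list values 832 were the same, 26 passed newly, 53 lost the call and 1 reversed (amino acid biosynthesis, −0.137 with arp6Δ replicates 3 and 4 alone, adjusted p = 0.864). With an estimated correlation 0 lists were called in arp6Δ, 0 in swr1Δ and 0 for the difference. Counts of genes depend on how the spread is pooled, and the cause was not tested unless stated. For swr1Δ, against 0, they were 1237 with scaled arrays, 1299 with quantile normalisation, 2968 with array weights, 1301 with its own arrays, 1697 with group variances, 1270 with arp6Δ replicates 3 and 4 alone, and 855 and 883 by the methods' t-test on log2 and linear ratios. For arp6Δ, against 1577, they were 313 with its own arrays, 353 so without displaced genes, 616 with group variances, 824 with replicates averaged in pairs, 2661 with replicates 3 and 4 and 2476 with these and no swr1Δ array. The methods' t-test adjusted by Benjamini-Hochberg gave 0 for arp6Δ on log2 ratios, against 1243 at the study's unadjusted limits, and 79 on linear ratios. For the difference, against 413, they were 1142 with scaled arrays, 1213 with quantile normalisation (662 higher and 551 lower, against 184 and 229), 2653 with array weights, 700 with group variances, 1527 and 97 by the methods' t-test without and with adjustment, 2295 with arp6Δ replicates 3 and 4 and 1304 with replicates 1 and 2. A block for the replicate number, which does not pair the arrays, gave 2, and the same 6 arrays without it 5. These 6 arrays are those without arp6Δ replicate 4, so the loss of that array accounts for most of the fall. The number of arrays alone does not, since 773 and 649 genes differed without arp6Δ replicate 1 or 2. Leaving out 1 array gave 994 (without swr1Δ replicate 2, and 1042 without replicate 3) to 1515 genes for arp6Δ, 0 for swr1Δ throughout, 3 (without any 1 swr1Δ array, and 5 and 141 without arp6Δ replicates 4 and 3) to 773 for the difference (without arp6Δ replicate 1, and 649 without replicate 2), and 5 to 12 lists for swr1Δ, 12 without its replicate 1. The overlap, against 0, was 145 and 123 by the methods' t-test on log2 and linear ratios, 45 with own arrays, 50 so without displaced genes and 126 with group variances. The difference in the median absolute log2 ratio per array was 0.184 to 0.301 with 1 array left out and 0.172 with arp6Δ replicates 3 and 4 alone. The ribosomal protein median difference, 0.91, was 0.50 with scaled arrays and 0.79 to 1.08 in the 13 other settings. Signal over background was not given, so what it limits is unknown.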

Other observations

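The choice of swr1Δ genes from the fit of its own arrays and the check of neighbouring genes were made only after the result was seen.

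Further members of the fixed lists moved singly, some of them against their list. In arp6Δ the glyceraldehyde-3-phosphate dehydrogenase gene TDH1 fell (−0.94 ± 0.33, adjusted p = 0.0185), whereas ADH1 (1.09 ± 0.67, adjusted p = 0.0150) and PDC1 (0.65 ± 0.51, adjusted p = 0.0486) rose. Of the galactose genes, GAL10 (−0.57 ± 0.27, adjusted p = 0.0331), the activator gene GAL4 (−0.78 ± 0.38, adjusted p = 0.0178) and GCY1 (−1.35 ± 0.49, adjusted p = 0.00386) fell while GAL1 rose. In the pheromone pathway the G protein gene STE4 (0.82 ± 0.32, adjusted p = 0.0118) and FAR1 (0.68 ± 0.18, adjusted p = 0.0130) rose and the cell fusion gene FUS2 fell (−0.62 ± 0.29, adjusted p = 0.0310). The meiotic recombination gene SPO11 fell (−0.92 ± 0.56, adjusted p = 0.0177), as did HSP82 (−1.08 ± 0.14, adjusted p = 0.00272). PHO3, an acid phosphatase gene, rose (1.52 ± 0.87, adjusted p = 0.0106), while the phosphate transporter gene PHO89 fell (−3.50 ± 2.96, adjusted p = 0.0260). Over the arp6Δ arrays alone GCY1 and HSP82 passed (adjusted p = 0.0405 and 0.0385), and the other genes named in this paragraph had adjusted p-values from 0.0579 (GAL1 and PHO3) to 0.153 (PDC1).

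In swr1Δ, over its own arrays, subunits of RNA polymerases moved apart: RPA34 (−1.08 ± 0.59, adjusted p = 0.0237) and RPA43 (−0.77 ± 0.47, adjusted p = 0.0321) were lower and RPA14 higher (0.81 ± 0.12, adjusted p = 0.0217). In respiration the ATP synthase genes ATP15 and ATP18 (0.80 ± 0.31, adjusted p = 0.0227) and SDH4 (0.77 ± 0.44, adjusted p = 0.0297) were higher and COX12 lower (−0.64 ± 0.34, adjusted p = 0.0320). The chaperone genes HSP82 (−0.55 ± 0.07, adjusted p = 0.0234) and HSC82 (−0.48 ± 0.08, adjusted p = 0.0306) and the proteasome gene RPN13 (−0.54 ± 0.17, adjusted p = 0.0287) were lower. At the silent mating locus HMLALPHA2 was lower (−0.99 ± 0.50, adjusted p = 0.0230), and the wall protein gene DAN1 was higher (1.00 ± 0.31, adjusted p = 0.0217). The B-type cyclin gene CLB6 was higher (0.55 ± 0.04, adjusted p = 0.0230) and the transcription factor gene STE12 too (0.68 ± 0.22, adjusted p = 0.0230). None of these passed over all 7 arrays, where the smallest adjusted p for swr1Δ was 0.241.

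For RPS28A the arp6Δ value here was 0.14 ± 0.35, while its neighbour GLN4 had 2.08 ± 0.64. As log2 of the mean linear ratio, the arp6Δ values were 2.05 for RPP1A, 2.18 for RPL30, 0.17 for RPS28A, 2.19 for GLN4, 1.75 for RPL13A, 1.54 for RPS16B and 2.00 for RPL9A, and the swr1Δ values were 0.75 for RPP1A, 0.51 for RPL30, 0.78 for RPS28A, −0.10 for RPL13A, 0.23 for RPS16B and 0.06 for RPL9A. After rounding, the swr1Δ values are equal to those that the study gives except for RPS16B, which differs in the last digit. The arp6Δ values of RPL30 and RPL9A are equal to the study's too, whereas those of RPP1A, RPS16B and RPS28A are lower and that of RPL13A is higher. With arp6Δ replicates 1 and 2 taken from the gene before, the values were 2.31 for RPP1A, 1.55 for RPL13A and 1.91 for RPS16B. These are equal to the study's after rounding, and so is the value of GLN4 to the one that the study gives for RPS28A. Whether the genes are displaced on the arp6Δ arrays or in the study's list was not settled.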
